A study of Caenorhabditis elegans with 34 samples. Its data were reported in "Similarities and differences in the gene expression signatures of physiological age versus future lifespan" (2024).

How the data were processed

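RNA was measured by sequencing in whole Caenorhabditis elegans that had been sorted by the brightness of a fluorescent biomarker. Animals carrying the temperature-sensitive sterile mutation spe-9 were grown at 25 °C, imaged in a microfluidic device on day 5 and kept when their fluorescence was in the top 10% (high) or the bottom 10% (low) of the population. The 4 biomarkers were GFP driven by the lin-4, mir-243 or mir-240/mir-786 microRNA promoter, each in its own strain, and natural red autofluorescence in animals with no reporter. Per the labels, high lin-4p::GFP, high mir-243p::GFP, low mir-240/mir-786p::GFP and low autofluorescence mark animals predicted to be long-lived, and the opposite groups mark animals predicted to be short-lived. The 34 libraries form 8 groups. Each biomarker has a high and a low group, with 6 sorts for lin-4p::GFP, 4 for mir-243p::GFP, 4 for mir-240/mir-786p::GFP and 3 for autofluorescence, 17 sorts in all.

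Per the labels and the methods of the study, animals were lysed in TRIzol by repeated freezing and thawing, RNA was column-purified with DNase treatment, polyadenylated RNA was selected, ribosomal RNA was depleted, and cDNA was primed with random hexamers by a sequencing provider. The authors deposited raw read counts, with 20223 features by 34 libraries and no normalization. The values were checked to be whole numbers that sum to a different total in each library. The table contains 14 features without a count in any library and 1 row for the gfp transgene. The aligner, the counting program, the genome build, the annotation, the use of strand and the treatment of reads that match several genes are not stated. Genes whose exons overlap another gene, and members of families of similar genes such as the cyp-34A and fbxa genes, are therefore uncertain, since the counting could have divided their reads in more than 1 way. Symbols were found for 19708 identifiers in a table of gene names, and 20052 identifiers were found in the WBcel235 annotation of Ensembl release 115. That annotation was used here for positions, exonic lengths and overlaps only, and its build may differ from the one behind the counts. The time series of unsorted animals was not used here.

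Replicate libraries were compared for duplicates by a chi-square statistic over genes, which ranged from 10.4 to 271 per degree of freedom across all pairs within groups, so that no pair agreed within counting noise. Library totals ranged from 15.8 to 26.1 M counts (M, 1000000), with a median of 20.9 M. At the lowest and highest totals, 3 counts correspond to 0.190 and 0.115 counts per M (CPM), the floor below which values have no order. Intervals and floors cover counting error only, since PCR copies were not marked.

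Genes with at least 5 counts in at least 75% of libraries (26 of 34) were kept, which left 14245 genes. The gfp row stayed in the library sizes and was tested apart. Counts were scaled by the trimmed mean of M values (TMM), and log2 CPM used a prior count of 2. Differential expression was tested with edgeR 4.0.16 (quasi-likelihood F-test, R 4.3.3) with Benjamini-Hochberg adjustment over all genes tested. A gene is described as called at an adjusted p-value under 0.0001, the threshold of the study, and counts at 0.05 are given beside it. All fold changes are predicted long-lived over predicted short-lived unless another order is stated. The difference within each biomarker came from a model with 8 group means over all 34 libraries. The pooled difference came from a model with the biomarker as an additive term. Whether the difference varied between biomarkers was tested in the 8-group model as an interaction. Brightness, high over low, was tested with the biomarker and the predicted lifespan as additive terms, which is possible because high fluorescence marks long life for lin-4p::GFP and mir-243p::GFP and short life for the other 2 biomarkers. The study also modelled a sequencing batch, which the labels do not give, so no batch term could be fitted.

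Principal components were computed from variance-stabilised counts (DESeq2 1.42.0), centred and not scaled. Log2 fold changes were compared between biomarkers by Pearson and Spearman correlation across genes, which are not independent replicates. The p-values therefore came from exact enumeration of the long and short labels within both biomarkers, with differences in mean log2 CPM in place of fitted fold changes. A held-out score was computed for each biomarker from a signature fitted on the other 3 biomarkers, as the mean log2 CPM of the signature genes higher in long-lived animals minus that of the genes higher in short-lived animals. Exact two-sided permutation tests compared libraries, and a permutation test with 100000 resamples compared the PC1 difference per sort between biomarkers. Gene sets were tested with camera in limma 3.58.1 (preset correlation, threshold 0.05), with fry and an estimated correlation beside it. Of 26 sets, 24 had at least 5 genes tested, and the major sperm proteins (1 gene tested) and the mitochondrially encoded genes (0 of 12 listed) did not. The tested sets were ribosomal proteins, proteasome subunits, histones, C-type lectins, lysozymes, vitellogenins, cytochrome P450s, UDP-glucuronosyltransferases, glutathione S-transferases, heat shock proteins, F-box A proteins, nuclear hormone receptors, neuropeptides, cuticle collagens, sperm-defective genes, the nuclear-encoded respiratory chain, body wall muscle structure, meiosis and recombination, DNA damage response, germ granules and germline maintenance, oocyte and eggshell, the endoplasmic reticulum unfolded protein response, p38 MAPK immune targets and osmotic stress. Several of these themes follow processes that the study picked from the same libraries, so they are not independent evidence. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

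The groups, comparisons, tests, thresholds, gene sets and most alternatives were fixed before the data were examined. So was the rule for genes named in the text. It took the 5 genes with the largest pooled log2 fold change in each direction among called genes with one sign and an adjusted p-value under 0.05 in all 4 biomarkers. It also took the 1 gene with the largest change in each direction per biomarker among called genes with one sign in every sort, and the 3 genes with the smallest p-value for the interaction and for brightness. All had a mean of at least 10 CPM. The genes unc-119, spe-9, lin-4, mir-243, mir-240 and mir-786 were to be reported where found. The last 4 were not found by symbol and were not analysed here.

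The sort number in the labels was taken to join the high and the low library of one sorting run. The sample titles do not state this pairing, and the counts of sorts, sign flips and blocked fits rest on it. A fit with the sort as a block was an alternative. Same-sort libraries deviated from their group means together in the lin-4p::GFP strain, with a median correlation of 0.434 (range 0.0560 to 0.571, above 0.1 in 5 of 6 sorts). The medians were 0.107 for mir-243p::GFP (−0.0558 to 0.242, above 0.1 in 2 of 4), 0.0576 for mir-240/mir-786p::GFP (−0.0713 to 0.207, above 0.1 in 1 of 4) and 0.191 for autofluorescence (0.119 to 0.230, above 0.1 in 3 of 3). Blocked values are given beside a result where they changed a call or moved the count of a comparison by more than 1.5 times, at 0.0001 or 0.05. The permutation tests of gfp and PC1 within each biomarker were not repeated with the sort as a block. The genes shared by all 4 biomarkers at 0.05 were not counted under the block. Other alternatives were DESeq2 and its size factors, totals without a scaling factor, other filters on low counts, a threshold of 0.05, fits on the libraries of one biomarker, no biomarker term, other inputs to the principal components and omission of each library in turn.

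The edgeR fits, DESeq2 for the pooled comparison and the interaction, the removal of the length trend and camera were tested on simulated counts with the means, dispersions and totals of these libraries. The permutation tests, correlations, principal components, held-out score and fry were not. For the fits, 200 of 14184 genes (400 for lin-4p::GFP) were changed by 1.5 on the log2 scale. The edgeR fits recovered 97.5% of changed genes in the pooled comparison, 84.3% for lin-4p::GFP, 65.0% for mir-243p::GFP, 67.0% for mir-240/mir-786p::GFP, 50.0% for autofluorescence, 57.0% for the interaction and 95.5% for brightness, the last over 14191 genes. With the sort as a block, 94.5% were recovered in the pooled comparison and 39.5% for the interaction. The edgeR fits called 0 unchanged genes. DESeq2 recovered 99.5% in the pooled comparison and 78.0% for the interaction, where it called 2 unchanged genes. A planted length trend gave 2104 calls among 14246 genes before and 0 after its removal, and with camera a planted gene set was found among 25 sets with 0 of the others called. The simulated genes varied independently of each other. The camera test therefore could not show false calls that arise from correlation between the genes of a set.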

Results

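The transcriptomes of 34 sorted populations of day 5 adults were compared to ask whether animals predicted to be long-lived or short-lived by different fluorescent biomarkers share a pattern of gene expression. The lin-4p::GFP strain contributed 6 high and 6 low libraries, the mir-243p::GFP and mir-240/mir-786p::GFP strains 4 high and 4 low libraries each, and the animals sorted by autofluorescence 3 high and 3 low libraries. Total counts per library, in M (1000000 counts), averaged 20.4 ± 1.75 (SD, n = 6) in lin-4p::GFP high and 18.6 ± 3.19 in lin-4p::GFP low. They averaged 22.2 ± 2.99 (n = 4) in mir-243p::GFP high, 22.8 ± 1.47 in mir-243p::GFP low, 20.6 ± 1.5 in mir-240/mir-786p::GFP high and 21.4 ± 3.50 in mir-240/mir-786p::GFP low. The autofluorescence libraries held 19.4 ± 3.26 (n = 3) M counts when high and 21.7 ± 3.05 M when low.

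The gfp transgene itself was measured first, since it checks whether the sorted groups are labelled correctly. In the lin-4p::GFP strain, gfp averaged 1180 ± 555 CPM (SD, n = 6) in high and 307 ± 91.9 CPM in low libraries, a log2 difference of 1.94 (SE 0.25; exact permutation p = 0.00216). In the mir-243p::GFP strain, the values were 2562 ± 448 CPM (n = 4) and 1348 ± 322 CPM, a log2 difference of 0.93 (SE 0.29; exact permutation p = 0.0286). In the mir-240/mir-786p::GFP strain they were 357 ± 34.2 CPM (n = 4) and 184 ± 22.1 CPM, a log2 difference of 0.96 (SE 0.30; exact permutation p = 0.0286). These are the smallest p-values that 6 against 6 and 4 against 4 libraries allow. The libraries were not paired by sort in these tests, and exact sign flips over 4 sorts allow no p-value under 0.125. With autofluorescence included, the Benjamini-Hochberg adjusted exact p-values over the 4 biomarkers were 0.00866 for lin-4p::GFP and 0.0381 for each of the others with a reporter. The high library exceeded the low library in all 14 sorts of the 3 GFP strains, and the groups did not overlap. The animals sorted by autofluorescence carry no reporter, and their gfp row held from 0 to 16 counts per library.

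**Figure D1:**
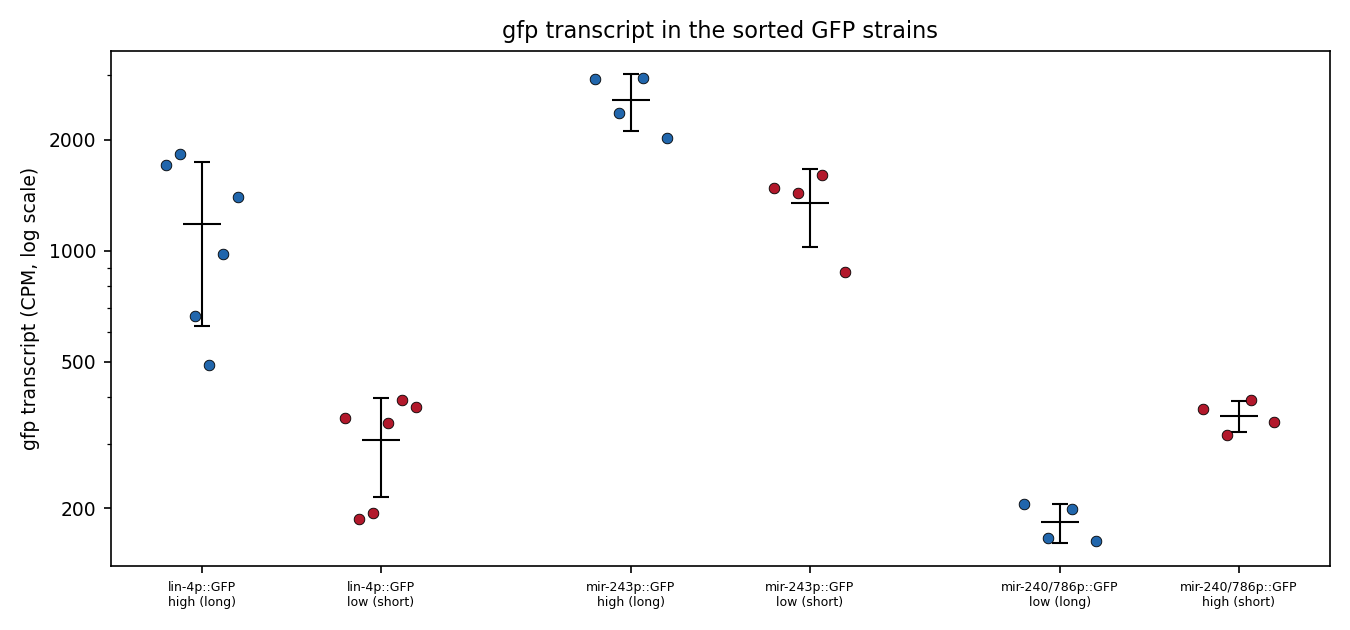
Abundance of the gfp transcript (CPM, log scale) in each library of the 3 GFP strains, with predicted long-lived groups in blue, predicted short-lived groups in red, points for single libraries and bars for the mean ± SD. High libraries lie above low libraries in each strain, with means of 1180 against 307, 2562 against 1348 and 357 against 184 CPM.

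Principal component analysis was used to see how the libraries are distributed. PC1 explained 55.2% of the variance, PC2 9.72% and PC3 7.04%. The 500 most variable genes alone gave a PC1 share of 71%. Predicted lifespan accounted for 75.1% of the variance along PC1 and the biomarker for 14.6%, whereas the biomarker accounted for 67.2% of the variance along PC3. All 17 predicted long-lived libraries had a PC1 value of 9.70 or more, and all 17 predicted short-lived libraries had a value of 5.79 or less. The difference between long-lived and short-lived groups on PC1 was 81.1 for lin-4p::GFP (n = 6 per group, exact permutation p = 0.00216), 59.9 for mir-243p::GFP (n = 4, exact permutation p = 0.0286), 99.8 for mir-240/mir-786p::GFP (n = 4, exact permutation p = 0.0286) and 94.0 for autofluorescence (n = 3, exact permutation p = 0.1, the smallest that 3 against 3 libraries allow). The Benjamini-Hochberg adjusted values over these 4 tests were 0.00866, 0.0381, 0.0381 and 0.1. Libraries were not paired by sort here either, and exact sign flips over 4 sorts allow no p-value under 0.125. The difference per sort had an SD of 22.7, 16.2, 14.2 and 17.6 in the same order. Its size did not differ between the biomarkers beyond the spread of the sorts (F = 3.44, permutation p = 0.0533 over 17 sorts), and 6 of the 17 fits that each left out 1 sort passed 0.05, with the lowest p (0.0261) without lin-4p::GFP sort 2.

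**Figure D2:**
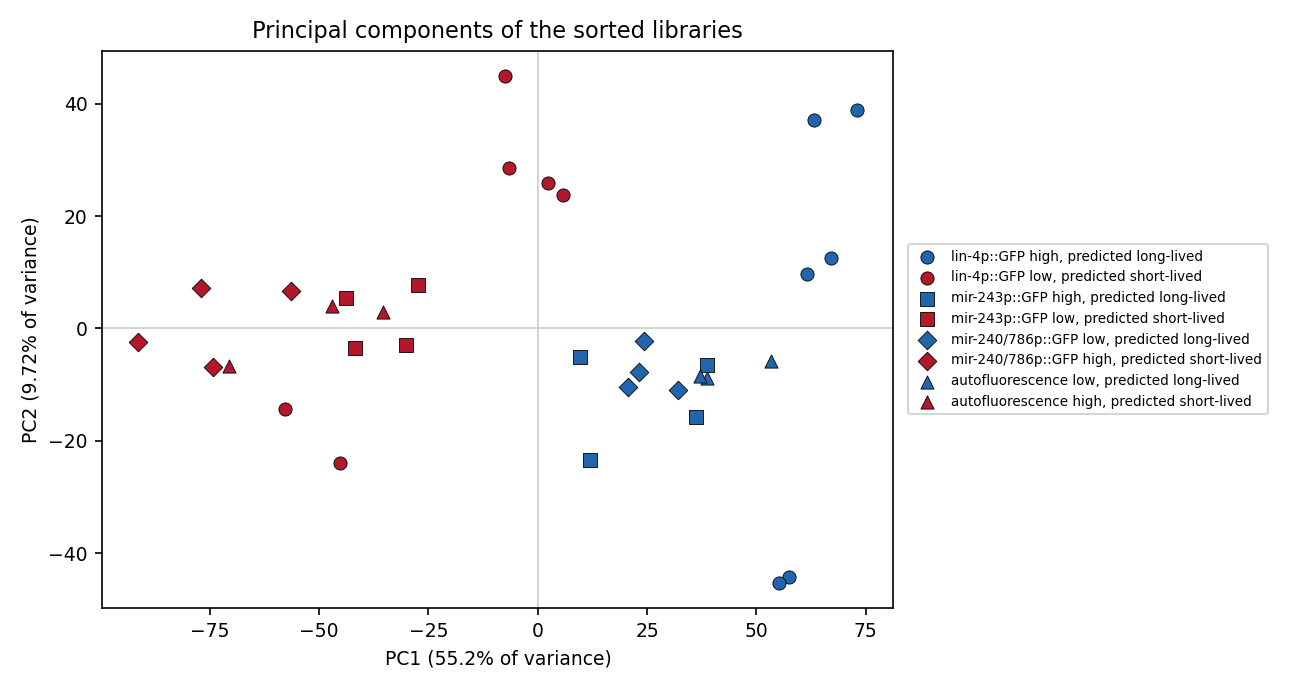
PC1 against PC2 of variance-stabilised counts for the 34 libraries (55.2% and 9.72% of the variance), with the biomarker as marker shape and the predicted lifespan as colour. The 17 predicted long-lived libraries lie at PC1 values of 9.70 or more, the 17 predicted short-lived libraries at 5.79 or less, and the lin-4p::GFP libraries spread along PC2.

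The lin-4p::GFP libraries took 2 separate ranges on PC2. Sorts 1 and 2 had PC2 values from −45.2 to −14.3, and sorts 3 to 6 had values from 9.65 to 44.9. The long-against-short difference held in both, with a mean PC1 difference of 108 in the first 2 sorts and 67.7 in the last 4. Across genes, the log2 differences of the first and the last sorts were correlated with each other (r = 0.835) and with the mean of the other biomarkers (r = 0.870 and 0.862).

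Differential expression was then tested within each biomarker with edgeR. For lin-4p::GFP, 2025 of 14245 genes were called (adjusted p-value under 0.0001), 627 higher and 1398 lower in predicted long-lived animals. At an adjusted p-value under 0.05, 7162 genes passed. For mir-243p::GFP, 116 genes were called (72 higher and 44 lower), with 3356 at 0.05. With the sort as a block there were 425 (167 higher and 258 lower) and 5310 at 0.05. That count rests on few libraries, since 15 genes were called without mir-243p::GFP high 1 and 191 without lin-4p::GFP low 2. For mir-240/mir-786p::GFP, 2149 genes were called (920 higher and 1229 lower), with 7287 at 0.05 and 3353 with the sort as a block, and 1303 without mir-240/mir-786p::GFP high 3. For autofluorescence, 1023 genes were called (289 higher and 734 lower), with 6126 at 0.05 and 2146 with the sort as a block, and 245 without autofluorescence low 2. When only the 6 autofluorescence libraries were fitted, 0 genes were called, although 8563 had an unadjusted p-value under 0.05. Fits on their own libraries called 281 genes for lin-4p::GFP (15 higher and 266 lower), 47 for mir-243p::GFP and 2364 for mir-240/mir-786p::GFP.

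The signatures were compared to ask how far they are shared. The Pearson correlation of log2 fold changes across genes was 0.787 between lin-4p::GFP and mir-243p::GFP, 0.837 between lin-4p::GFP and mir-240/mir-786p::GFP, 0.857 between lin-4p::GFP and autofluorescence, 0.834 between mir-243p::GFP and mir-240/mir-786p::GFP, 0.706 between mir-243p::GFP and autofluorescence, and 0.853 between mir-240/mir-786p::GFP and autofluorescence. Spearman values ranged from 0.721 to 0.864. The exact permutation p-values over label rearrangements ranged from 6.18e-05 to 0.00857 for the 6 pairs, and the largest Benjamini-Hochberg adjusted value was 0.00857. The rearrangements and their p-values used differences in mean log2 CPM, for which the observed correlations ran from 0.729 to 0.875. Rearranged labels alone gave median absolute correlations from 0.182 to 0.370 and 95th percentiles from 0.63 to 0.78, so the observed values on that scale should be read against these. Genes of low abundance lowered the correlations most: without a filter they ranged from 0.322 to 0.636.

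The 4 contrasts shared 74 called genes in one direction, 41 higher and 33 lower in predicted long-lived animals, where 0.0233 would be met by chance if the lists were independent. With the sort as a block 310 were shared, 92 higher and 218 lower, so the balance of directions was reversed. Without mir-243p::GFP high 1, 10 were shared. None of the 2934 genes called in any biomarker was called in opposite directions. At an adjusted p-value under 0.05, 2325 genes were shared (1007 higher and 1318 lower), and 40 of 9667 genes passed in opposite directions. The sign of the log2 fold change was the same in all 4 biomarkers for 10006 genes, 70.2% of those tested, against 12.5% by chance for independent signs.

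Signatures from 3 biomarkers were used to score the libraries of the biomarker left out. The score is in log2 CPM units. In lin-4p::GFP, a signature of 3011 genes higher and 2616 lower gave 2.29 ± 0.15 (SD, n = 6) in long-lived and 0.38 ± 0.56 in short-lived libraries, a difference of 1.90 (exact permutation p = 0.00216). In mir-243p::GFP, 2296 and 2580 genes gave 1.03 ± 0.40 (n = 4) and −0.53 ± 0.17, a difference of 1.56 (exact permutation p = 0.0286). In mir-240/mir-786p::GFP, 1530 and 2067 genes gave 0.77 ± 0.14 (n = 4) and −2.07 ± 0.35, a difference of 2.84 (exact permutation p = 0.0286). In autofluorescence, 1958 and 2367 genes gave 1.5 ± 0.24 (n = 3) and −0.96 ± 0.41, a difference of 2.47 (exact permutation p = 0.1, the smallest possible). The adjusted values over the 4 tests were 0.00866, 0.0381, 0.0381 and 0.1, and in no biomarker did the 2 groups overlap. Under exact sign flips within sorts, the p-value of the mir-243p::GFP and mir-240/mir-786p::GFP differences was 0.125, which is the smallest that 4 sorts allow.

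**Figure D3:**
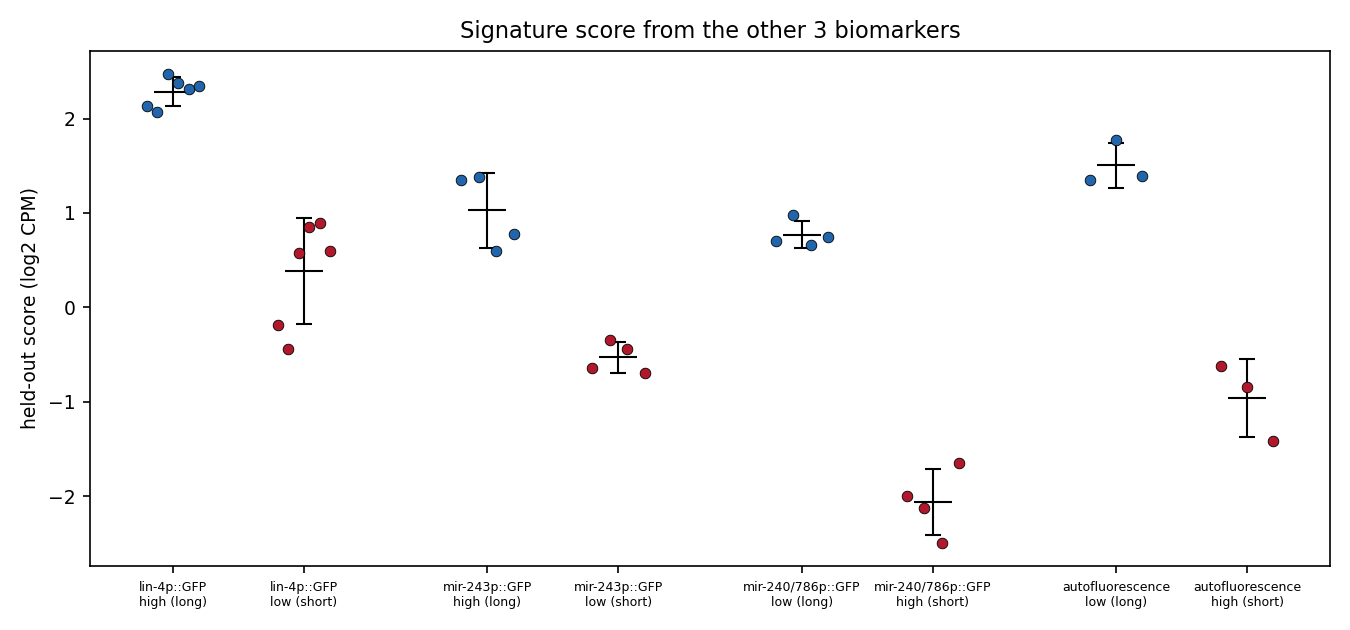
Held-out score (log2 CPM) of each library, computed with genes called in the other 3 biomarkers, with predicted long-lived groups in blue, predicted short-lived groups in red and bars for the mean ± SD. Long-lived libraries lie above short-lived libraries of the same biomarker, with differences of 1.90, 1.56, 2.84 and 2.47.

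All predicted long-lived libraries were next compared with all predicted short-lived libraries, with the biomarker as a covariate. Of 14245 genes, 5777 were called, 2707 higher and 3070 lower in predicted long-lived animals, and 10006 passed an adjusted p-value of 0.05. Of the called genes, 5747 (99.5%) had the same sign in all 4 biomarkers. The pooled list contained 1997 of the 2025 genes called for lin-4p::GFP, 116 of 116 for mir-243p::GFP, 2090 of 2149 for mir-240/mir-786p::GFP and 1014 of 1023 for autofluorescence, each with the same sign. The pooled fit used the same libraries as the biomarker contrasts, so much of this agreement follows from the selection. Over all genes tested, 70.2% had the same sign in all 4 biomarkers.

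The genes with the largest pooled change met the naming rule among 646 candidates higher and 869 lower in predicted long-lived animals. Positions are in WBcel235. The largest increase was in ilys-5 (WBGene00017691, X, 6533490 to 6536840), with a log2 fold change of 3.45 (SE 0.32, adjusted p = 3.88e-11). It averaged 385 ± 191 CPM (SD, n = 6) in lin-4p::GFP high and 38.5 ± 22.7 CPM in lin-4p::GFP low libraries. F15E6.3 (WBGene00017484, IV, 4294895 to 4295689) changed by 3.39 (SE 0.29, adjusted p = 6.89e-12), and pud-4 (WBGene00017498, V, 2326678 to 2327282) by 3.08 (SE 0.22, adjusted p = 1.91e-13). cyp-34A9 (WBGene00015044, V, 3968134 to 3970540) changed by 3.11 (SE 0.29, adjusted p = 3.31e-11) and F23D12.11 (WBGene00194674, X, 14423871 to 14424751) by 3.10 (SE 0.31, adjusted p = 1.78e-10). Exons of cyp-34A9 and F23D12.11 overlap another gene, so their counts are uncertain. Each of these 5 genes was higher in the long-lived library in 17 of 17 sorts. The largest decrease was in C27H5.6 (WBGene00016175, II, 7185278 to 7187210), which also overlaps another gene, with a log2 fold change of −4.40 (SE 0.40, adjusted p = 2.57e-11). It averaged 2.22 ± 0.844 CPM (n = 4) in mir-240/mir-786p::GFP low and 54.5 ± 23.5 CPM in mir-240/mir-786p::GFP high libraries. F43C1.7 (WBGene00023423, III, 4241330 to 4242575) changed by −3.23 (SE 0.30), fbxa-50 (WBGene00013844, III, 1287299 to 1288523) by −3.15 (SE 0.32), ZC21.10 (WBGene00044443, III, 8530072 to 8531350) by −2.96 (SE 0.30) and Y46H3A.5 (WBGene00021601, V, 1811345 to 1814884) by −2.90 (SE 0.22). Their adjusted p-values were 5.03e-11, 3.58e-10, 2.06e-10 and 5.26e-13. Each of these 5 genes was lower in the long-lived library in 17 of 17 sorts. All are annotated as protein-coding, and all 10 kept their call under every alternative tried for single genes.

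**Figure D4:**
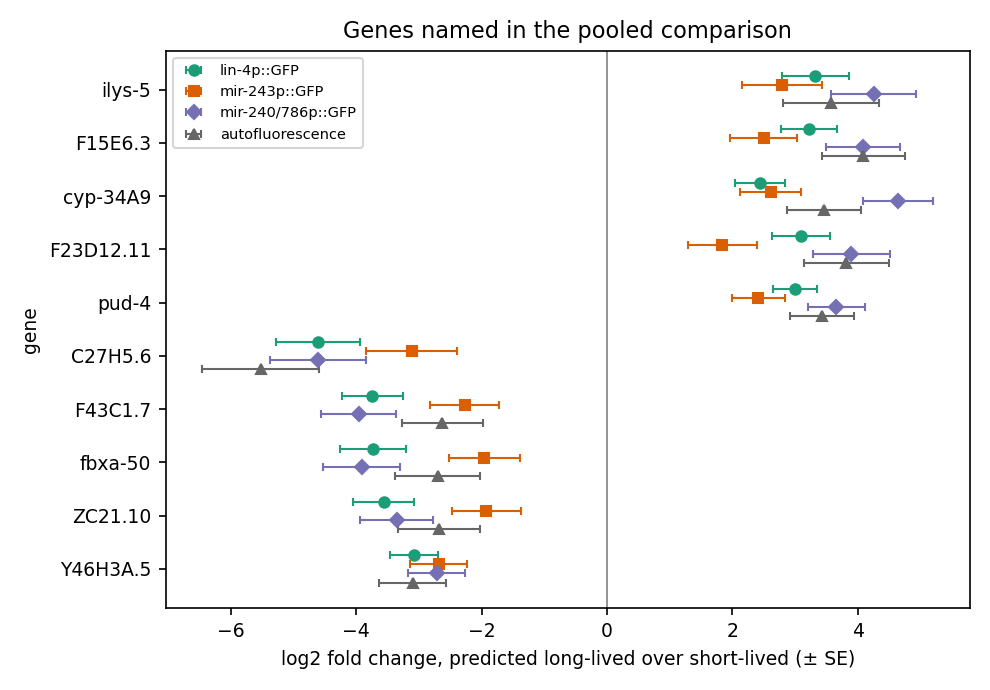
Log2 fold change, predicted long-lived over predicted short-lived, of the 10 genes named in the pooled comparison, for each of the 4 biomarkers, with points for the fitted value and bars for its SE. Every value has the sign of the pooled change, which ran from 3.45 for ilys-5 to −4.40 for C27H5.6. Exons of cyp-34A9, F23D12.11 and C27H5.6 overlap another gene.

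Within single biomarkers, the largest changes were often in the same genes. For lin-4p::GFP they were T22B7.7 (WBGene00020674, X, 5651865 to 5654074), with a log2 fold change of 3.82 (SE 0.65, adjusted p = 2.03e-05, 6 of 6 sorts), and C27H5.6 at −4.61 (SE 0.68, adjusted p = 2.26e-06, 6 of 6 sorts). T22B7.7 missed the threshold without lin-4p::GFP high 2 (adjusted p = 0.000112). For mir-243p::GFP they were dod-24 (WBGene00007875, IV, 12940106 to 12941354) at 2.96 (SE 0.41) and F14F9.4 (WBGene00017467, V, 5132741 to 5137118) at −2.08 (SE 0.29), each with an adjusted p-value of 2.11e-05 and the same direction in 4 of 4 sorts. The call of dod-24 was lost in 5 of 34 fits that each left out 1 library (mir-243p::GFP high 1, high 2, low 1, low 2 or low 4), with adjusted p-values up to 0.000246. The call of F14F9.4 was lost in 4 (mir-243p::GFP high 1, high 2, high 4 or low 1), up to 0.000267, and with totals as the only scaling (0.000154). For mir-240/mir-786p::GFP the genes were cyp-34A9 at 4.64 (SE 0.56, adjusted p = 1.40e-07) and C27H5.6 at −4.61 (SE 0.77, adjusted p = 1.38e-05), each in 4 of 4 sorts. For autofluorescence they were F15E6.3 at 4.09 (SE 0.67, adjusted p = 2.17e-05) and C27H5.6 at −5.52 (SE 0.93, adjusted p = 3.35e-05), each in 3 of 3 sorts. C27H5.6 lost its mir-240/mir-786p::GFP call without mir-240/mir-786p::GFP low 1, low 2 or low 4 (up to 0.000154). It lost its autofluorescence call without autofluorescence high 2, low 1, low 2 or low 3 (up to 0.000696), and F15E6.3 lost its call without autofluorescence high 2, high 3, low 1 or low 2 (up to 0.000586).

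Whether the long-against-short difference varied with the biomarker was tested as an interaction. At an adjusted p-value under 0.0001, 0 genes were called, whereas 2573 had an unadjusted p-value under 0.05 and 248 an adjusted p-value under 0.05 (2284 with the sort as a block). The 3 genes with the smallest p-values were B0024.4 (WBGene00007097, V, 10297399 to 10298985), K03A11.1 (WBGene00010519, X, 13051705 to 13055435) and pgph-2 (WBGene00018424, V, 5765127 to 5771768), with adjusted p-values of 0.0130, 0.0130 and 0.0155. The log2 fold change of B0024.4 was −0.40 (SE 0.29) for lin-4p::GFP, −0.57 (SE 0.35) for mir-243p::GFP, −3.58 (SE 0.40) for mir-240/mir-786p::GFP and −1.74 (SE 0.42) for autofluorescence. It was lower in the long-lived library in 16 of 17 sorts. K03A11.1 was higher in predicted long-lived animals for mir-240/mir-786p::GFP (0.60, SE 0.14, 4 of 4 sorts) and lower for lin-4p::GFP (−0.48, SE 0.12, 5 of 6 sorts) and autofluorescence (−0.69, SE 0.16, 3 of 3 sorts), with 0.04 (SE 0.14) for mir-243p::GFP. pgph-2 was higher in 17 of 17 sorts, by 0.85 (SE 0.12), 0.73 (SE 0.15), 1.95 (SE 0.16) and 1.28 (SE 0.18) for lin-4p::GFP, mir-243p::GFP, mir-240/mir-786p::GFP and autofluorescence.

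Brightness could be fitted beside predicted lifespan because the biomarkers differ in which of the sorted groups is bright. The fit compares lin-4p::GFP and mir-243p::GFP with mir-240/mir-786p::GFP and autofluorescence. It cannot tell brightness apart from a long-against-short difference that is larger in one of these pairs. At an adjusted p-value under 0.0001, 0 genes were called for brightness, whereas 2215 had an unadjusted p-value under 0.05 and 29 (17 higher and 12 lower in bright animals) passed 0.05 after adjustment. With the sort as a block 1144 passed 0.05 and 0 passed 0.0001. The smallest p-values belonged to lgc-42 (WBGene00021437, III, 1997869 to 2002438), ndg-4 (WBGene00003577, III, 4462833 to 4467377) and B0024.4, with log2 fold changes for high over low of 0.72 (SE 0.13), 0.34 (SE 0.06) and 1.14 (SE 0.21) and the same adjusted p-value of 0.0141. Without mir-240/mir-786p::GFP low 2 the adjusted p-values were 0.0614, 0.0614 and 0.0622, and without mir-240/mir-786p::GFP low 1 that of B0024.4 was 0.0585. Each was lower in the long-lived library of most sorts (17, 16 and 16 of 17). The long-against-short difference of each was larger for mir-240/mir-786p::GFP and autofluorescence than for lin-4p::GFP and mir-243p::GFP. For lgc-42 it was −2.99 and −2.78 against −1.59 and −1.26, so a part of brightness in these genes stays open.

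Gene sets were tested to summarise which kinds of genes differed. With the preset correlation of camera, 13 of 24 sets had an adjusted p-value under 0.05, 11 higher and 2 lower in predicted long-lived animals. All 13 passed under fry and 0 passed when the correlation between genes was estimated, where the smallest adjusted p-value was 0.641, and 15 of 100 rearrangements of the labels gave as many sets. Counts of sorts refer to the mean log2 CPM of a set, which can differ in sign from the median of its genes. The median pooled log2 fold change of the sets that passed was −0.82 for histones (69 genes, adjusted p = 8.19e-07, lower in 17 of 17 sorts) and −0.38 for nuclear hormone receptors (189 genes, 0.000721, lower in 17 of 17). It was 1.79 for lysozymes (13 genes, adjusted p = 0.00107), 1.67 for vitellogenins (6 genes, 0.0345), 0.92 for C-type lectins (107 genes, 3.82e-05), 0.46 for meiosis and recombination (39 genes, 3.40e-06) and 0.31 for proteasome subunits (33 genes, 2.37e-06), each higher in 17 of 17 sorts. It was 0.67 for oocyte and eggshell genes (adjusted p = 7.75e-06) and 0.57 for germ granules and germline maintenance (0.00454), each higher in 16 of 17 sorts, 0.29 for ribosomal proteins (2.37e-06, 13 of 17 sorts) and 0.30 for DNA damage response genes (0.0245, 15 of 17). The cytochrome P450s (0.49, adjusted p = 0.0438, 16 of 17 sorts) and UDP-glucuronosyltransferases (0.58, 0.0445, 15 of 17) no longer passed with the sort as a block (0.0505 and 0.0549). Without lin-4p::GFP high 1 their adjusted p-values were 0.0604 and 0.0902, and 6 and 7 of the 34 fits that each left out 1 library did not pass. The signs of these 13 medians were the same under every scaling tried.

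The other 11 sets did not pass under camera. Their adjusted p-values were 0.101 for the endoplasmic reticulum unfolded protein response (median log2 fold change −0.16), 0.135 for the nuclear-encoded respiratory chain (0.12), 0.137 for sperm-defective genes (0.39), 0.197 for heat shock proteins (−0.13), 0.253 for body wall muscle structure (0.30), 0.283 for glutathione S-transferases (0.02), 0.414 for F-box A proteins (0.18), 0.699 for neuropeptides (0.03), 0.753 for cuticle collagens (0.01), 0.753 for osmotic stress (0.11) and 0.927 for p38 MAPK immune targets (0.76). By the mean of the set, heat shock proteins and the unfolded protein response were lower in 17 of 17 sorts, although the median of the heat shock proteins was 0.07 in autofluorescence. The respiratory chain was higher in 14 sorts, sperm-defective genes in 10 and F-box A proteins in 5. Under fry 6 of these 11 sets passed, with adjusted p-values of 1.51e-07 for the unfolded protein response, 2.90e-05 for heat shock proteins, 8.65e-05 for sperm-defective genes, 0.000154 for the respiratory chain, 0.0242 for glutathione S-transferases and 0.0291 for p38 MAPK immune targets, the last in the opposite direction to camera.

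Differences between the strains themselves were checked in the additive model, which called 1462 of 14245 genes between biomarkers. The gene unc-119 (WBGene00006843, III, 10902641 to 10908935), whose wild-type copy is often used as a marker of transgenesis, was 103-fold higher in the mir-243p::GFP strain than in the autofluorescence animals (log2 6.69). For this gene, the F-test for any difference between the 4 biomarkers gave an adjusted p-value of 5.36e-27. The mean of unc-119 was 2851 ± 655 CPM (SD, n = 4) in mir-243p::GFP high, 3313 ± 193 CPM in mir-243p::GFP low, 608 ± 93.4 CPM in mir-240/mir-786p::GFP high and 286 ± 29.8 CPM in mir-240/mir-786p::GFP low libraries. It was 17.2 ± 3.61 CPM (n = 6) in lin-4p::GFP high, 31.8 ± 8.64 CPM in lin-4p::GFP low, 47.6 ± 11.2 CPM (n = 3) in autofluorescence high and 18.9 ± 1.44 CPM in autofluorescence low libraries. It was lower in the long-lived library in 16 of 17 sorts (pooled log2 fold change −0.85, SE 0.11, adjusted p = 5.78e-08). The gene spe-9 (WBGene00004963, I, 11582743 to 11586069), mutated in all animals, had a mean of 0.556 CPM and a pooled log2 fold change of 0.07 (SE 0.22, adjusted p = 0.776, higher in 11 of 17 sorts), over biomarkers that went both ways. It was 0.81 for lin-4p::GFP (SE 0.32, adjusted p = 0.0380, 6 of 6 sorts), 0.39 for autofluorescence (SE 0.46, 0.513, 3 of 3), −0.92 for mir-243p::GFP (SE 0.39, 0.0851, higher in 1 of 4) and −0.26 for mir-240/mir-786p::GFP (SE 0.40, 0.613, higher in 1 of 4), with an adjusted interaction p-value of 0.150. Its exons overlap another gene.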

Values the study reported

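The study reported a share of 44% for PC1 over the sorted samples and that each later component explained less than 7%. It counted 14,085 detected genes. The study described a batch correction of its normalized counts, which could not be made here, and its samples included the time series not used here. Its shares of variance and gene count may therefore not be like for like with those above. Median lifespan after sorting differed by 20% to 137% between predicted long-lived and predicted short-lived groups. Placed on a time course by the study, the sorted samples had mean estimated ages of 4.01 ± 0.14 days (predicted long-lived) and 5.55 ± 0.21 days (predicted short-lived). It also gave an R2 of 0.39 between changes with age and changes with biomarker level.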

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

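The interaction, its fits with DESeq2 and with the sort as a block, and the omission of single libraries were planned. All other tests in this part were chosen only after the result was seen.

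Single libraries lay apart from the rest of their group in 3 of 153 combinations of a measure and a group that were examined, where 7.65 would be met by chance. The log2 CPM of spe-9 in lin-4p::GFP high 3 was −1.39, against −0.22 to 0.22 in the other 5 libraries, and the gene is near the floor of 3 counts. The log2 CPM of ilys-5 in lin-4p::GFP low 2 was 1.89, against 4.81 to 6.06 in the other libraries of that group. The log2 CPM of T22B7.7 in mir-240/mir-786p::GFP low 3 was 3.26, against 3.67 to 3.73. No biological explanation was tested for these libraries. Without any single library, the pooled log2 fold change of ilys-5 stayed between 3.35 and 3.61.

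The long-against-short difference varied between biomarkers at an adjusted p-value under 0.05 for 248 genes, of which 131 had the same sign in all 4 biomarkers. The sign of mir-243p::GFP was opposite to that of the other 3 in 26 genes. With the sort as a block the count was 2284, and 1 of 60 reassignments of sorts to biomarkers, the real one included, gave as many. The largest count among the others was 1. The blocked model was used there because whole sorts can be exchanged between biomarkers, and the unblocked count of 248 was not compared with other splits. Reads of overlapping genes are argued against as the source, since the exons of 23.0% of the 248 genes overlap another gene, against 32.0% of all genes tested (Fisher's exact p = 0.00195). The count depended on single libraries: it was 89 without autofluorescence high 3 and 456 without lin-4p::GFP low 2, so how far 1 library contributes cannot be told apart from the loss of 1 of few libraries in a group. DESeq2 called 25 genes at 0.0001, where edgeR called 0 and 2573 had an unadjusted p-value under 0.05. The biomarkers differ in strain and in the tissue that is bright. They may also differ in when the sorts were made, which the labels do not give. These differences were not tested apart and remain open.

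Among the genes named in the report, 6 had an interaction. Their adjusted p-values were 0.0130 for B0024.4, 0.0130 for K03A11.1, 0.0155 for pgph-2, 0.0257 for T22B7.7, 0.0210 for lgc-42 and 0.0210 for ndg-4. All but T22B7.7 stayed under 0.05 in the 34 fits that each left out 1 library, the highest values being 0.0269, 0.0264, 0.0355, 0.0456 and 0.0446 in that order. T22B7.7 passed in 31 of 34 and reached 0.166 without mir-243p::GFP low 4. Its log2 fold change was 3.82 (SE 0.65) for lin-4p::GFP, 4.37 (SE 0.89) for mir-240/mir-786p::GFP and 5.06 (SE 1.00) for autofluorescence, and −0.53 (SE 0.75) for mir-243p::GFP, where it was higher in 2 of 4 sorts. The changes of B0024.4, pgph-2, lgc-42 and ndg-4 had one direction in all 4 biomarkers and were largest for mir-240/mir-786p::GFP. K03A11.1 was higher for mir-240/mir-786p::GFP (0.60, 4 of 4 sorts), lower for lin-4p::GFP (−0.48, higher in 1 of 6) and autofluorescence (−0.69, higher in 0 of 3), and near 0 for mir-243p::GFP (0.04). Exons of these 6 genes overlap no other gene. Something specific to 1 strain or sorting run may contribute, and as for the count that is 89 without autofluorescence high 3, the share of single libraries stays open.

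The animals sorted by autofluorescence carry no GFP, yet the gfp row held 16, 10 and 8 counts in autofluorescence low 1, 2 and 3, above the limit of 3 counts, against 1, 1 and 0 in the high libraries. These values are far below the lowest value in a GFP strain, 164 CPM. Reads carried over at one rate into every library are argued against, since 34 of 65.2 M counts (M, 1000000) against 2 of 58.3 M gave an exact binomial p-value of 7.54e-08. That test covers counting error only, and between the libraries the exact permutation p-value was 0.1, the smallest that 3 against 3 allow. A trace of material or reads from a GFP strain in the low libraries may be the source. It would take 0.0264% of mir-243p::GFP material, which would add 0.812 CPM to unc-119. That is less than the SD of 1.44 CPM around the mean of 18.9 CPM in these libraries, so a trace of this size cannot be told apart from none. A trace from another GFP strain was not tested.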

How the results depend on the processing

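At an adjusted p-value under 0.05 the counts were 7162 for lin-4p::GFP, 3356 for mir-243p::GFP, 7287 for mir-240/mir-786p::GFP, 6126 for autofluorescence, 10006 pooled, 248 for the interaction, 29 for brightness and 2325 in all 4 biomarkers. At 0.0001, DESeq2 called 3170, 721, 3360 and 2046 genes for the 4 biomarkers in the same order, against 2025, 116, 2149 and 1023 with edgeR, 25 for the interaction, 1 for brightness and 408 in all 4 biomarkers, against 0, 0 and 74. Its pooled count stayed within 1.5 times. The cause was not tested. In the simulated data, where DESeq2 was run for the pooled comparison and the interaction, it recovered more changed genes in both and called 2 unchanged genes for the interaction.

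With the sort as a replicate block, the counts were 425 for mir-243p::GFP, 3353 for mir-240/mir-786p::GFP, 2146 for autofluorescence and 310 in all 4 biomarkers. Of the main calls, 99 of 116, 2059 of 2149 and 975 of 1023 remained. The differences in the held-out score, 1.56 for mir-243p::GFP and 2.84 for mir-240/mir-786p::GFP, are the same numbers under the block, with an exact p-value of 0.125 because 4 sorts allow no smaller one. The cytochrome P450s and UDP-glucuronosyltransferases no longer passed (0.0505 and 0.0549). At 0.05 the block gave 5310 genes for mir-243p::GFP, 2284 for the interaction and 1144 for brightness. The pairing changed no other call among the counts at 0.0001, correlations, named genes and gene sets listed here, and the p38 MAPK immune targets, which pass under neither model, changed direction (0.975).

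Fits on the libraries of 1 biomarker called 281 genes for lin-4p::GFP, all among the 2025, 47 for mir-243p::GFP, of which 20 were among the 116, and 0 for autofluorescence, where 8563 had an unadjusted p-value under 0.05. For mir-240/mir-786p::GFP they called 2364, of which 1704 were shared. Sorts 3 to 6 of lin-4p::GFP, an alternative chosen after seeing the data, gave 1062 genes, and 6175 pooled. Totals without a scaling factor, also added after seeing the data, gave 53 genes for mir-243p::GFP and 33 in all 4 biomarkers, and the cause was not tested. Scaling moved the median log2 fold change of all genes by less than 0.05.

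Without a filter on low counts, the correlations fell to 0.505 (lin-4p::GFP and mir-243p::GFP), 0.636 (lin-4p::GFP and mir-240/mir-786p::GFP), 0.590 (lin-4p::GFP and autofluorescence), 0.468 (mir-243p::GFP and mir-240/mir-786p::GFP), 0.322 (mir-243p::GFP and autofluorescence) and 0.635 (mir-240/mir-786p::GFP and autofluorescence). With a mean count of at least 50 they rose to 0.881, 0.909 and 0.892 for lin-4p::GFP with mir-240/mir-786p::GFP, lin-4p::GFP with autofluorescence and mir-243p::GFP with mir-240/mir-786p::GFP. Genes with few counts thus limit this comparison. PC1 explained 71% of the variance of the 500 most variable genes, and the cause was not tested. Among gene sets, 0 of 24 passed with an estimated correlation (smallest adjusted p = 0.641), against 13 with the preset one, where 13 also had an unadjusted p-value under 0.05. Fry passed 19 sets, the 13 and 6 others, and gave the opposite direction for cuticle collagens (0.897) and for p38 MAPK immune targets (0.0291), and the cause was not tested.

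Across the 34 fits that each left out 1 library, the counts ranged from 1516 to 2093 for lin-4p::GFP, from 15 (without mir-243p::GFP high 1) to 191 (without lin-4p::GFP low 2) for mir-243p::GFP, from 1303 (without mir-240/mir-786p::GFP high 3) to 2388 for mir-240/mir-786p::GFP, from 245 (without autofluorescence low 2) to 1191 for autofluorescence and from 5437 to 5906 pooled. Genes called in all 4 biomarkers ranged from 10 (without mir-243p::GFP high 1) to 1.2e+02 (without mir-243p::GFP high 3). The interaction and brightness counts stayed at 0 throughout, with 2573 and 2215 genes at an unadjusted p-value under 0.05 over all libraries. The correlations stayed between 0.75 and 0.804, 0.808 and 0.850, 0.832 and 0.865, 0.809 and 0.841, 0.665 and 0.730, and 0.828 and 0.863 in the order above. The PC1 share ranged from 52.9% to 56.5%, and the PC1 difference from 73.5 to 85.9 for lin-4p::GFP, 54.7 to 64.6 for mir-243p::GFP, 94.2 to 106 for mir-240/mir-786p::GFP and 84.0 to 102 for autofluorescence. The F statistic between biomarkers ranged from 2.19 (without mir-243p::GFP sort 3, permutation p = 0.151) to 4.61 (without lin-4p::GFP sort 2, permutation p = 0.0261) over 17 fits that each left out 1 sort, and 6 of 17 passed 0.05. The held-out differences ranged from 1.74 to 2.01, 1.44 to 1.70, 2.69 to 2.98 and 2.24 to 2.64 for lin-4p::GFP, mir-243p::GFP, mir-240/mir-786p::GFP and autofluorescence. Between 11 and 13 gene sets passed, and the unc-119 difference stayed between 6.57 and 6.83.

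Of 798 values for single genes, 772 kept their direction and side of the threshold and 26 no longer passed. Of 912 values for single gene sets, 876 kept both, 28 no longer passed, 5 newly passed and 3 changed direction.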

Other observations

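The tests of the lysozymes, the gfp and unc-119 values, the mir-243p::GFP difference, the lin-4p::GFP sorts and the rearranged labels were chosen only after the result was seen. The removal of the length trend was also added after seeing the data.

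The 5777 genes called between all predicted long-lived and short-lived libraries were weighed against technical trends. Removing each library's trend with exonic gene length, with the sort as a block, left 6448 called genes, 3517 higher and 2931 lower in long-lived animals. The block alone gave 6341, 3064 higher and 3277 lower, and 5772 were shared. The balance of directions thus depended on the length trend. A length was known for 99.6% of genes. Depth is argued against as the cause. The long-lived library was the deeper one in 12 of 17 sorts (exact sign-flip p = 0.111), and in the other 5 sorts the PC1 difference was still positive, at 39.8 or more. The 10 most abundant genes took 7.17 ± 2.36% of counts in long-lived and 4.42 ± 1.29% in short-lived libraries (SD, n = 17), with the larger share in the long-lived library in 17 of 17 sorts (exact p = 1.53e-05). Leaving out the 50 most abundant genes gave 5785 called genes, against 5763 of the same genes before, with 5679 shared. GC content was not checked here. None of these trends alone accounts for the pattern.

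Rearranging the labels bears on chance. In 100 label splits drawn within biomarkers, 1 split, the real one, gave as many pooled genes and 1 gave as many genes in all 4 biomarkers, and every other split gave 0 of either. For mir-243p::GFP and mir-240/mir-786p::GFP 1 of 35 splits each gave as many genes. For lin-4p::GFP 1 of 100 splits drawn from 462 did, and the largest other count was 22. For autofluorescence 1 of 10 splits gave as many, a share that cannot go lower with 6 libraries. Among the splits that part every pair of a sort (8 for mir-243p::GFP, 8 for mir-240/mir-786p::GFP, 9 for lin-4p::GFP and 4 for autofluorescence), the real one alone gave as many. The gene sets are different: 15 of 100 splits gave 13 or more sets, with a median of 10 and a maximum of 17 over the others, so the number of sets that passed is no more than rearranged labels often give. Brightness has 3 possible assignments of biomarkers to pairs, and 2 of 3 gave at least the 29 genes at 0.05 (the others gave 0 and 271). With the sort as a block 1144 genes passed 0.05, a count that was not compared with the other assignments. At 0.0001 all 3 gave 0, with 2215 genes at an unadjusted p-value under 0.05 in the real one.

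Genes on the X chromosome were lower in predicted long-lived animals, with a median pooled log2 fold change of −0.31 over 2053 genes, against 0.03 over 12130 autosomal genes. Of 989 called X genes, 694 were lower. Against autosomal genes of matched abundance, the difference averaged −0.28 (SD 0.13) over the 17 sorts and was negative in 17 of 17 (exact sign-flip p = 1.53e-05). It averaged −0.35 for lin-4p::GFP, −0.12 for mir-243p::GFP, −0.25 for mir-240/mir-786p::GFP and −0.38 for autofluorescence. Of 10000 random draws of autosomal genes, 0 were as low, and the lowest reached −0.05. Because X genes are expressed little in the germline, a smaller share of germline RNA in predicted short-lived animals is a candidate explanation, in which oocyte, meiosis and germ granule genes would also be higher in long-lived animals, as the means of these sets were in 16, 17 and 16 of 17 sorts. As the only cause it is argued against by the somatic families, which moved apart: lysozymes were higher (median 1.79, mean of the set higher in 17 of 17 sorts) and nuclear hormone receptors lower (−0.38, higher in 0 of 17). Whether the germline is smaller or expresses less remains open, as does a difference in physiological age, which was not tested here. The study did estimate that age and placed predicted long-lived samples at the younger one. It also reported that genes for meiotic recombination and DNA damage appeared to rise with physiological age, although they were higher in long-lived animals. That is the opposite of what a younger age alone would give for those genes.

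Histone genes were lower in predicted long-lived animals. Most histone messages lack a poly(A) tail, so RNA carried through the poly(A) selection may differ between libraries. The histone variants, whose messages have a tail, averaged −0.47 (SD 0.23, 5 of 7 listed genes tested) over the 17 sorts and were lower in 16 of 17 (exact p = 3.05e-05), which argues against carried-over RNA as the only cause. The other 64 histone genes averaged −0.75 (SD 0.27), lower in 17 of 17 sorts, and the further difference of −0.28 (exact p = 0.00133) leaves a part of the pattern open to that explanation.

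The transcript of unc-119 was 103-fold higher in the mir-243p::GFP strain. If the transgene carries unc-119, its neighbours in the genome should not be raised. Of the 10 nearest tested genes within 66.9 kb, the largest absolute log2 fold change was 0.446 and the median was 0.02, against 6.69 for unc-119, which is consistent with a transgenic copy in the mir-243p::GFP and possibly the mir-240/mir-786p::GFP strain. Part of the unc-119 difference between predicted long-lived and short-lived animals may then follow the transgene for mir-240/mir-786p::GFP, where gfp and unc-119 were both lower in long-lived libraries. For mir-243p::GFP the directions differed. There gfp was higher in the long-lived library in 4 of 4 sorts and unc-119 lower in 3 of 4 (−0.22, SE 0.19). In addition, unc-119 was lower in the long-lived library in 6 of 6 lin-4p::GFP and 3 of 3 autofluorescence sorts. The interaction for this gene did not pass (adjusted p = 0.0801).

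Fewer genes were called for mir-243p::GFP (116) than for the other biomarkers, a count that was 15 without mir-243p::GFP high 1 and 191 without lin-4p::GFP low 2. In the fit over all libraries a lack of libraries is argued against. Autofluorescence has 6 libraries and 1023 called genes (245 without autofluorescence low 2), while mir-243p::GFP has 8. In fits on the libraries of 1 biomarker that order was reversed, with 0 genes called for autofluorescence and 47 for mir-243p::GFP. There only mir-240/mir-786p::GFP, with 8 libraries and 2364 called genes, argues against it. A larger spread cannot be judged from the fit over all libraries, since that fit has 1 estimate of the spread per gene for all groups. The median SD of log2 CPM within groups was 0.251 for mir-243p::GFP, 0.231 for mir-240/mir-786p::GFP with as many libraries and 0.223 for autofluorescence. It was 0.440 for lin-4p::GFP, which had 12 libraries and 2025 called genes. A smaller difference in the same genes could be the cause. The slope of its log2 fold changes on the mean of the other 3 biomarkers was 0.632, against 0.929 for lin-4p::GFP, 1.2 for mir-240/mir-786p::GFP and 1.02 for autofluorescence. The slopes of its single sorts (0.421 to 0.843) lay below those of mir-240/mir-786p::GFP (1.00 to 1.35) and overlapped those of lin-4p::GFP (0.646 to 1.25) and, narrowly, autofluorescence (0.814 to 1.21). A further test, run after the slope and the comparison of 4 biomarkers (permutation p = 0.0533) had not settled it, set the PC1 difference of its 4 sorts (mean 59.9) against the other 13 (89.8, SD 19.8) and gave an exact p-value of 0.0193, or 0.0773 times the 4 biomarkers that could have been singled out. A smaller difference than for mir-240/mir-786p::GFP goes with these slopes, whereas against lin-4p::GFP and autofluorescence it cannot be told apart from the spread between sorts, because the ranges overlap.

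The lin-4p::GFP libraries were parted by sort on PC2, with sorts 1 and 2 below sorts 3 to 6. Libraries of the same sort deviated from their group means together (mean r = 0.366, exact one-sided p = 0.00278 over 720 pairings), so something shared by both libraries of a sort, such as the culture or the sequencing batch, may underlie the separation. The labels give no batch, so these cannot be told apart. The difference between predicted long-lived and short-lived animals did not rest on it: sorts 3 to 6 alone gave 1062 called genes for lin-4p::GFP and, with the other biomarkers, 6175 pooled, and the PC1 difference was positive in 17 of 17 sorts.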
